A study of Mus musculus with 6 samples. Its data were reported in "Sex-based disparities in DNA methylation and gene expression in late-gestation mouse placentas" (2024).

How the data were processed

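DNA methylation was measured in 6 whole mouse placentas of the C57BL/6 strain at E18.5, 3 from male and 3 from female embryos, after removal of maternal tissue. The placentas came from 3 litters, but the labels do not say which placenta came from which litter. Libraries were enriched with a methylation capture panel, treated with bisulfite and sequenced in paired ends. According to the submitters' processing notes, reads were trimmed with Trimmomatic 0.36, aligned to mm10 and called with Bismark 0.18.1, and the tables are in the layout of methylKit, whose version is not given there. The deposited coverage is a count of deduplicated reads over each CpG and was not normalised. The deposited methylation columns give the percent of these reads that were methylated or unmethylated. Every position in the tables had a coverage of at least 5, and coverage multiplied by the methylated percent was within 0.02 of a whole number for 99.8 to 99.9% of positions, so methylated read counts were recovered by rounding.

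Positions were checked against GRCm38.p6, in which all were the cytosine of a CpG. Genes came from the GENCODE M21 basic annotation. Tables were processed in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9, and in R 4.3.3 with limma 3.58.1. Reads were summed over 100 bp tiles, and a tile was tested when each placenta had at least 2 CpGs and 10 reads in it, which left 499042 tiles with 2057604 CpGs. Y chromosome, mitochondrial and unplaced positions were left out of the comparisons. Total coverage per placenta, the reads behind a tile and the interval they give are stated with the results. Median reads per X tile were 68 to 148 in male and 137 to 190 in female placentas.

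Methylated and unmethylated reads of each tile were compared between the sexes by logistic regression with a likelihood-ratio test and no overdispersion term, the form that methylKit offers, with Benjamini-Hochberg adjustment over all tested tiles. A tile was called a DMR at q below 0.01 and a difference above 10 percentage points between pooled levels. Neighbouring tiles are not independent, so counts of DMRs are also given after joining calls within 1000 bp. Promoters, from 1000 bp upstream to 100 bp downstream of each annotated start site of a gene, were tested in the same way over 20342 autosomal and 548 X promoters. Islands were stretches of at least 200 bp with GC above 50% and an observed to expected CpG ratio above 0.6, shores lay within 2000 bp of them and shelves within 4000 bp.

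Means per placenta were compared by an exact permutation test over the 20 assignments of 3 against 3, for which the smallest p is 0.1. Shares of DMRs and CpGs per tile on autosomes were tested by sign-flip permutation over the 19 autosomes with 100000 resamples, and the X was ranked among them. Autosomes of the same placentas are not independent replicates, so these p values describe the DMRs of these 6 placentas. The number of genes with a DMR in each of 18 lists was compared with 10000 random lists of the same chromosome class, each gene drawn from the 101 genes nearest in number of tested tiles among 24780, with adjustment over lists in each direction. Of 669 different symbols, 657 matched by name and 8 by an older symbol, while Hymai, Mx2, Zfp264 and Linx were not matched. The random lists are genes, which are not independent replicates, so these p values describe the lists within these 6 placentas.

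The sets of placentas were found on the first principal component of log2 coverage shares over tiles, which held 79.9% of the variance. Named regions were the 12 with the largest difference in each direction, for autosomes and for the X, among DMRs in which all placentas of one sex lay above all of the other, with at most 1 per gene. Up to 4 members of each list with a DMR or a called promoter were added, and Xist, Firre, Kdm5c, Kdm6a, Ddx3x, Cdk5rap1, Tmem267, Elf5, Pou5f1, H19 and Snrpn were reported whatever their values. Lists, tests and this rule were fixed after reading the study, whose text names some of the genes, and before any value was opened.

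Alternatives covered the test (quasi-binomial F test, Fisher's exact test, and limma on log2 ratios of methylated to unmethylated reads with 1 added to each), minimum reads and CpGs, coverage scaling, thresholds, tile size and offset, promoter width, adjustment by chromosome class, a block for replicate number and leaving out each placenta. Terms for the set of placentas, limma at q below 0.05, a filter of 10 reads per CpG, thinning of female X reads and matching lists on intermediate tiles were added after seeing the data. The tests were also tested on simulated data with 100 tiles shifted by 15 points and 100 by 30 points. The likelihood-ratio test recovered 47% and 92% of these with 1 false call among 498842 tiles. The shifted tiles were at 30 to 70%, and reads were drawn binomially with no spread between placentas of the same sex. False calls that such spread gives in the real data were therefore not measured. The quasi-binomial F test and limma recovered 0% at q below 0.01 or 0.05, although 70 and 86 of the smaller shifts and 99 and 100 of the larger had an unadjusted p below 0.05. Of 40 tests of random lists, 1 had a permutation p below 0.05, and a planted list gave a permutation p = 1.00e-03.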

Results

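DNA methylation levels were measured by capture bisulfite sequencing in whole placentas collected at E18.5, from 3 male and 3 female mouse embryos of the C57BL/6 strain. The capture panel selects regulatory regions and CpG islands before bisulfite conversion, so the values describe targeted regions rather than the whole genome. Each placenta had 2740578 to 2937400 CpGs with a coverage of at least 5 reads, and the coverage summed over CpGs was 128120044 to 194290149 per placenta. The median coverage of a CpG was 34 to 47 reads. Tiles of 100 bp were kept where each of the 6 placentas had at least 2 CpGs and at least 10 reads, which left 490139 autosomal and 8903 X chromosome tiles. A tested tile had a median of 179 reads per placenta. At that depth the Wilson 95% interval around a tile at 49.7% runs from 42.5% to 57%, for counting error alone, since reads without molecular identifiers are not independent molecules. Values are given below as the mean ± SD over 3 placentas of each sex, positions refer to mm10, and every test is two-sided.

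The X and Y chromosomes followed the sex recorded for each placenta. The ratio of X to autosomal median CpG coverage was 0.518 ± 0.117 (SD, n = 3) in male placentas and 0.866 ± 0.229 (SD, n = 3) in female placentas, with no overlap (exact permutation p = 0.1, the smallest that 3 against 3 allows), and the difference of 0.348 was 0.217 without female placenta 3. Between 842 and 1572 Y chromosome CpGs were covered in male placentas and between 230 and 389 in female placentas (exact permutation p = 0.1). Coverage summed over these positions was 37368 to 52726 in male and 6222 to 31830 in female placentas, so coverage separated the sexes by less than positions did. Xist, the noncoding RNA that coats the inactive X, had a promoter methylation level of 57.1% ± 2.65 in male and 30.2% ± 0.778 in female placentas. The coverage profile over tiles also divided the 6 placentas in a way that did not follow sex. Male placenta 1 and female placentas 1 and 2 formed a first set, and male placentas 2 and 3 and female placenta 3 formed a second. These sets were defined from the data and are not groups of the study. Correlations of coverage were 0.941 to 0.974 within sets and 0.754 to 0.870 between them. The labels give no batch, so differences between the sexes are also given within each set.

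Mean methylation was compared between the sexes to ask whether whole chromosomes or classes of sequence differ. CpG islands of the X chromosome were more methylated in female placentas, at 19.4% ± 0.603 against 9.10% ± 0.175 in male placentas, and X promoters stood at 19.4% ± 0.558 against 10.5% ± 0.185. X chromosome 5′ UTRs followed, at 17.9% ± 0.551 in female and 6.83% ± 0.120 in male placentas, as did island shores, at 24.5% ± 0.790 and 17.8% ± 0.193. The order was opposite away from islands. Open sea tiles of the X, which lie beyond the shelves, were at 36.1% ± 1.62 in female and 39.1% ± 0.318 in male placentas, and X intergenic tiles at 38.2% ± 1.84 and 41.7% ± 0.309. Nearly unmethylated X tiles, at 0 to 10%, made up 49.6% ± 0.388 of the X in male and 15.2% ± 1.40 in female placentas, while X tiles at 10 to 50% made up 27.4% ± 0.469 and 68.0% ± 0.701.

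Over all X tiles the mean was 28.5% ± 1.11 in female and 25.3% ± 0.146 in male placentas. In each of these X comparisons the sexes did not overlap (n = 3 per sex, exact permutation p = 0.1). The difference of the X islands was 9.86 percentage points within the first set of placentas and 11 within the second, and that of the X open sea was -3.40 and -1.65. The difference of the X mean depended on the tiles. It was 3.25 points as tested, 0.899 points with overlap of the sexes when no minimum number of CpGs was set (exact permutation p = 0.4), and -2.23 points, opposite in sign, with 1000 bp tiles. Autosomal means were close, at 33.4% ± 0.482 in female and 33.9% ± 0.25 in male placentas (exact permutation p = 0.2, n = 3 per sex). The autosomal difference was -0.555 points, with -0.292 when female placenta 2 was left out and -1.31 as a mean over reads. It was -0.732 points within the first set and -0.155 within the second, and all 19 autosomes had a lower mean in female placentas. These autosomes come from the same placentas and are not replicates of the difference. Open sea tiles of autosomes were at 48.6% ± 0.730 in female and 49.5% ± 0.3 in male placentas without overlap (exact permutation p = 0.1, n = 3 per sex).

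**Figure D1:**
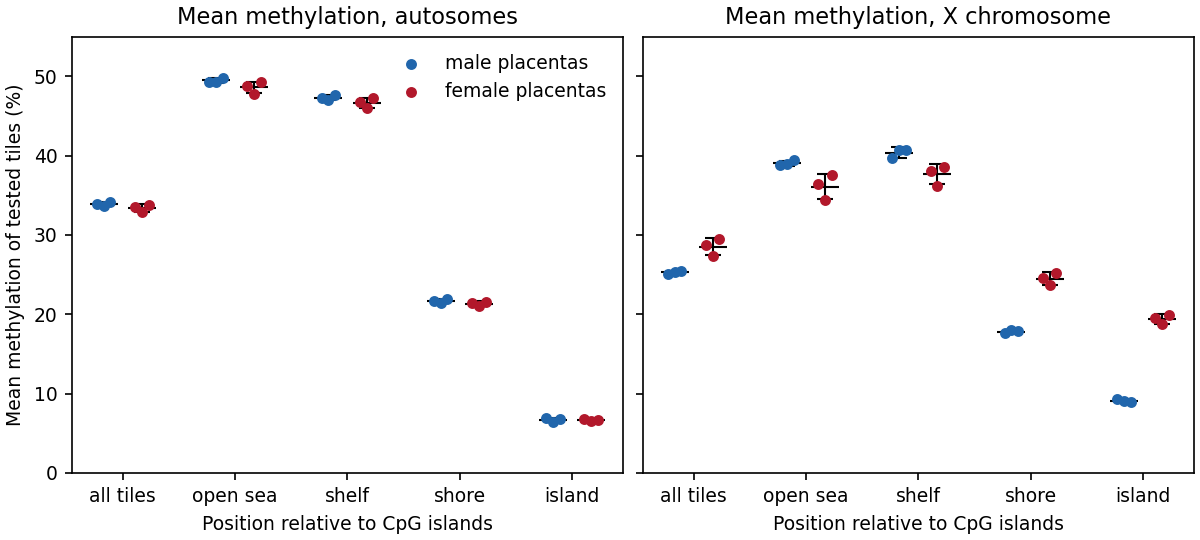
Mean methylation of tested tiles (%) by position relative to CpG islands, on autosomes and on the X, with a point per placenta and bars for the mean and SD of 3 placentas of each sex. X islands are at 19.4% in female and 9.10% in male placentas, while X open sea tiles are at 36.1% and 39.1%.

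Differentially methylated regions of the X were mapped to find which loci carry the difference between the sexes. The noncoding loci Xist, Firre and 4933407K13Rik were the most strongly methylated in male relative to female placentas. In an exon of Xist (X:103482301-103482400) the level was 87.9% ± 1.06 in male and 42.7% ± 3.90 in female placentas (253 to 488 reads per placenta), and 7 of its 9 tiles were DMRs. The tile also lies in Tsix, the antisense transcript that represses Xist. Firre, a long noncoding RNA that anchors the inactive X near the nucleolus, had 40 of 49 tiles higher in male placentas, with its largest difference in an intron (X:50602601-50602700) at 80.5% ± 1.76 against 34.4% ± 2.45 (102 to 416 reads). The promoter of Firre went the other way, at 3.04% ± 1.04 in male and 14.6% ± 2.77 in female placentas. In 4933407K13Rik, a transcript at the Dxz4 repeat around which the inactive X folds, 40 of 47 tiles were higher in male placentas, and an intron tile (X:75745601-75745700) was at 84.8% ± 5.20 against 39.6% ± 4.75 (31 to 108 reads).

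The largest differences in the other direction had low levels in male placentas and intermediate levels in female placentas. Morf4l2, a subunit of a histone acetyltransferase complex, was at 3.75% ± 2.00 in male and 43.2% ± 5.55 in female placentas in an intron tile (X:136740801-136740900, 29 to 142 reads). The 5′ UTR of Efnb1, a membrane ligand of Eph receptors, was at 1.76% ± 1.32 and 37.2% ± 1.97 (X:99136201-99136300, 172 to 503 reads). Introns of Pja1, a ubiquitin ligase, and Amer1, a regulator of Wnt signalling, were at 2.07% ± 1.22 and 0.813% ± 1.41 in male placentas and at 41.0% ± 14.2 and 37.2% ± 9.29 in female placentas. Sox3, a transcription factor of the developing brain and pituitary, had 23 of 25 tiles higher in female placentas and a promoter at 25.1% ± 2.90 against 5.97% ± 1.35. Nup62cl, Zfp280c, Taf7l, Cask, Usp27x and Las1l completed the largest female-higher regions with Ddx3x, with differences of 32.5 to 35.6 points. Male-higher regions also lay in introns of Il1rapl2 and Fgd1, in promoters of Rhox2c and Mir680-2, and in intergenic sequence whose nearest genes were Dlg3 (40 bp), Rap2c (2332 bp), Mbnl3 (12218 bp) and Bcor (115290 bp), with pooled differences from -31.3 to -38.1 points. Masked repeats made up 100% of the Mir680-2 tile, and the lowest placenta had 11 reads in the Dlg3 tile.

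In all, 3495 of the 8903 X tiles were DMRs (39.3%), in 1059 regions after joining neighbours within 1000 bp. Of these, 2647 (75.7%) were higher in female placentas and 848 in male placentas. Female-higher X DMRs rose from a median of 4.0% in male to 20.2% in female placentas, and 99.5% of them stayed below 50% in both sexes. Male-higher X DMRs had medians of 72.2% in male and 51.3% in female placentas. Differences of 10 to 20 points made up 76.4% of X DMRs and those over 30 points 2.66%. The sexes did not overlap in 61.0% of all tested X tiles, where chance gives 10%. Among X DMRs, which were chosen on the same difference, they did not overlap in 3312 (94.8%), and 3462 (99.1%) had the same direction within both sets of placentas. DMRs were called by a likelihood-ratio test on pooled reads at q below 0.01 and a difference above 10 points, which treats reads as independent. With the spread between placentas in the model, a quasi-binomial F test called 0 X tiles and limma 0 at q below 0.01. At an unadjusted p below 0.05 they gave 4468 (50.2%) and 5298 (59.5%). Chance gives 5% or less for both. Limma without a set term counts a difference between the sets as residual spread, and the F test holds overdispersion at 1 or above. Limma called 513 at q below 0.05, a threshold chosen after seeing the data, and 0 with the set of placentas as a term. With that term, also chosen after seeing the data, the likelihood-ratio test called 3192 X tiles, and 3148 (90.1%) of the 3495 remained. The other labellings that keep the sets gave 82 to 556 X tiles. With 1000 bp tiles 44.3% of X DMRs were higher in female placentas.

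**Figure D2:**
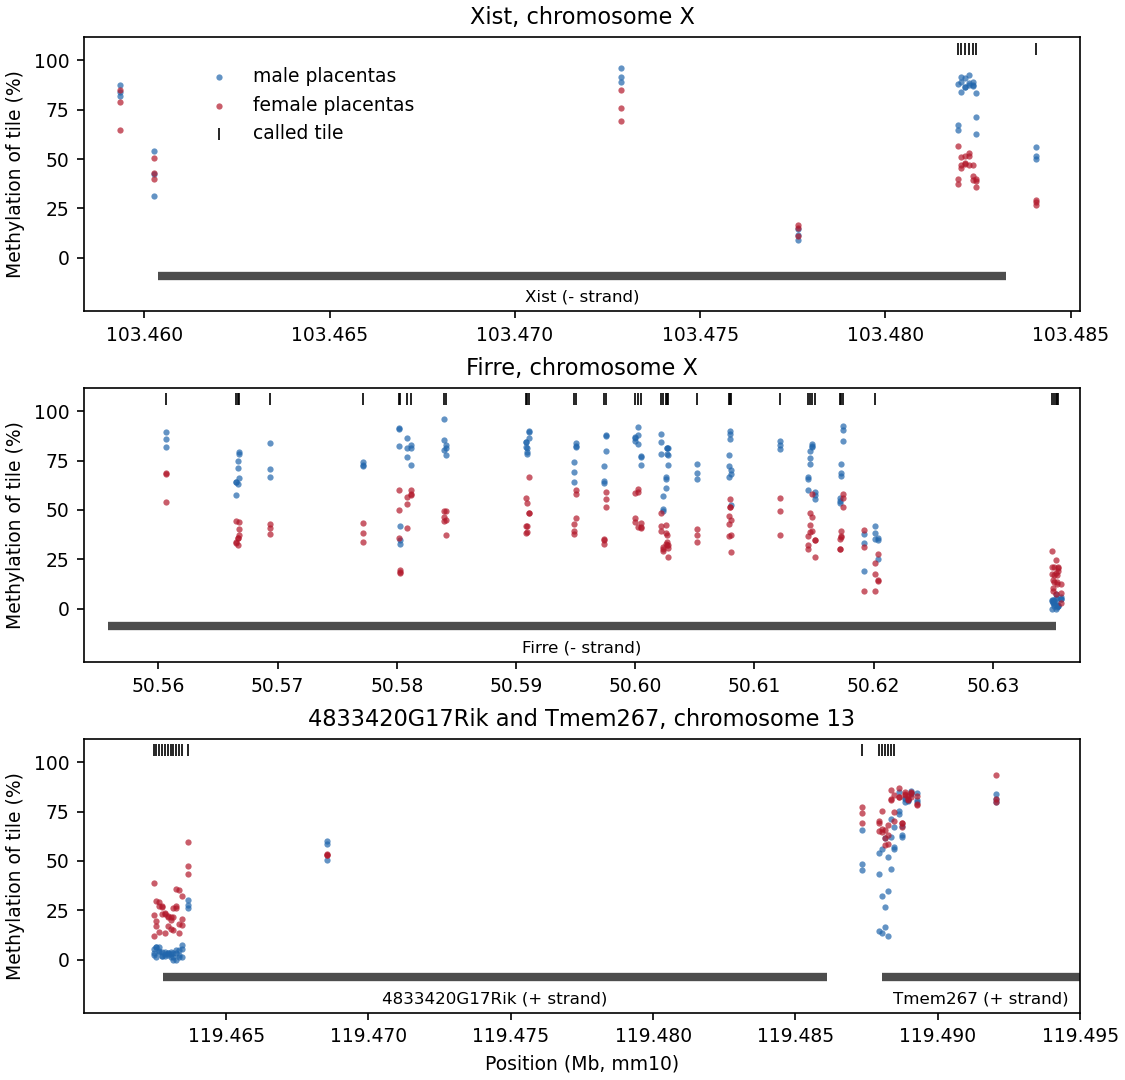
Methylation (%) of each tested tile along Xist, Firre and the neighbouring 4833420G17Rik and Tmem267, by position in Mb, with a point per placenta, bars for the genes and ticks for called tiles. At the 5′ end of Xist male placentas lie near 87.9% and female placentas near 42.7%. At the called tiles of 4833420G17Rik and the start of Tmem267 the female mean lies above the male mean.

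Promoters of the X were tested as whole units, to relate the differences to genes. Female placentas had higher promoter methylation at Sox3, at Arx, a homeobox factor of the forebrain, and at enzymes of metabolism. Arx was at 23.3% ± 1.41 in female and 6.96% ± 1.88 in male placentas. G6pdx, the entry enzyme of the pentose phosphate pathway, was at 17.6% ± 1.08 against 3.82% ± 0.787, and Gk, glycerol kinase, at 15.6% ± 1.64 against 3.83% ± 0.356. Bcor, a corepressor that works with Polycomb proteins, was at 14.7% ± 0.372 against 4.32% ± 0.691, and Hdac8, a lysine deacetylase, at 19.3% ± 2.82 against 5.50% ± 2.33. Promoters higher in male placentas included Xist and Rhox2a, a reproductive homeobox gene, at 78.2% ± 1.43 in male and 56.8% ± 2.76 in female placentas (99 to 522 reads).

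The test called 255 of 548 X promoters, 222 higher in female and 33 higher in male placentas, and the sexes did not overlap in 253 of the 255, nor in 80.7% of all tested X promoters (chance gives 10% of promoters not chosen on a difference). Limma called 213 at q below 0.05 and 173 at q below 0.01, while the quasi-binomial F test called 0 with 420 (76.6%) at an unadjusted p below 0.05. X promoters at 0 to 10% in male placentas numbered 375, of which 201 were called higher in female and 0 in male placentas. This 0 was fixed in advance, since a call needs a difference above 10 points. Of 48 X promoters above 50% in male placentas, 30 were called higher in male and 0 in female placentas. Both groups were chosen on the male level, which is also part of the difference.

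**Figure D3:**
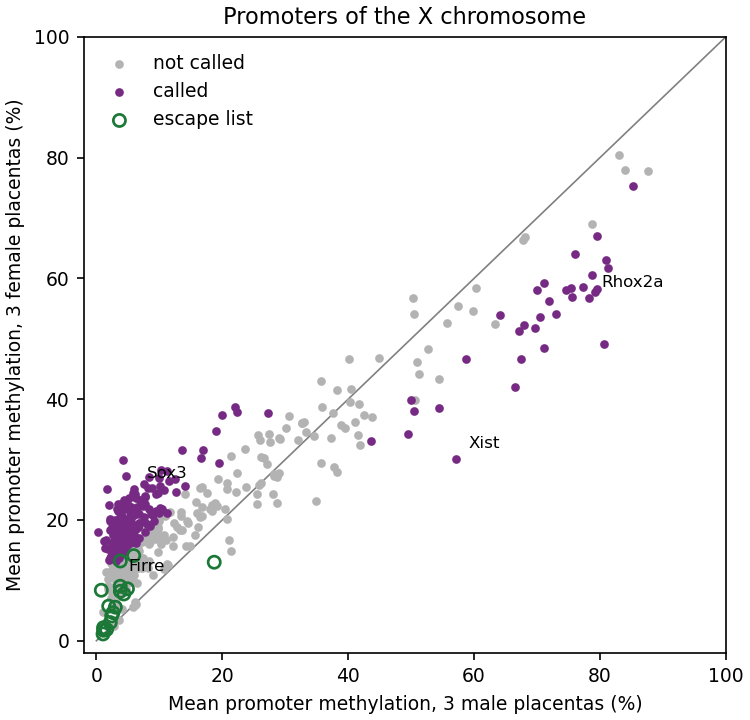
Mean methylation (%) of each tested X promoter in 3 male placentas (horizontal axis) and 3 female placentas (vertical axis), with called promoters coloured and the genes of the escape list ringed. Of the 255 called promoters 222 lie above the diagonal, and 0 of the 17 ringed promoters were called.

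Autosomal DMRs were compared to ask which genes outside the sex chromosomes differ. 4833420G17Rik, an uncharacterised gene on chromosome 13, was nearly unmethylated in male placentas and partly methylated in female placentas in its promoter and had 12 DMRs (13:119462401-119463700). Over these, male placentas were at 28.2% in the last tile and at 1.53 to 4.88% in the others, and female placentas at 50.2% and at 19 to 29.7%. Its promoter was at 3.78% ± 0.813 in male and 23.4% ± 8.85 in female placentas. The neighbouring gene Tmem267, which encodes a transmembrane protein, had a promoter tile (13:119488001-119488100) at 33.9% ± 21.4 in male and 68.8% ± 5.69 in female placentas (145 to 333 reads). Cdk5rap1, an enzyme that modifies mitochondrial tRNAs, was at 25.5% ± 12.2 in male and 56.3% ± 5.55 in female placentas in an exon tile (2:154354101-154354200, 301 to 792 reads). Male placenta 1 stood apart from the other male placentas in this tile, at 39.5%, while the lowest was at 18.4%, and the male values of Tmem267 ran from 13.5% to 56.2%.

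Male placentas were more methylated at Ina, a neuronal intermediate filament gene, where an intron tile (19:47016901-47017000) was at 81.1% ± 2.59 against 45.0% ± 5.78 in female placentas (17 to 41 reads). A promoter tile of Pcsk9, which drives degradation of the LDL receptor, was at 60.8% ± 18.6 in male and 29.6% ± 9.35 in female placentas (4:106464801-106464900, 19 to 52 reads). An intron of Lrpprc, a regulator of mitochondrial RNA, was at 87.4% ± 10.8 against 55% ± 10.1 (27 to 45 reads), and an intron of Cacna1h, a T-type calcium channel, at 72.6% ± 14.9 against 40.8% ± 4.12 (25 to 88 reads). The other male-higher regions named lay in Boc, a Hedgehog coreceptor, Psmb6, a proteasome subunit, and the predicted genes Gm22941 and AC131675.3, and in intergenic sequence nearest to Ankrd36, Gm31363, Tbx3os2 and B430319H21Rik (5213 to 53096 bp away), at -29.9 to -34.1 points. The lowest placenta had 11 reads in the Psmb6 and B430319H21Rik tiles and 12 in those of Boc, Ankrd36 and Gm31363. Masked repeats made up 100% of the Gm22941 tile and 82% of the Ankrd36 tile. Further female-higher tiles lay in an intron of Podxl, a sialomucin of podocytes and endothelium, at 56.8% ± 3.14 against 32.8% ± 5.32 (22 to 48 reads), and in an intron of Trappc9, a vesicle-trafficking gene, at 85.2% ± 13.3 against 55.8% ± 14.7 (21 to 38 reads). Platr22 (10 to 28 reads), Cox16 and Cmah (12 to 28 reads), and intergenic tiles nearest to Tmem270 (33843 bp away, 11 to 22 reads), Gm6410, Gm33337 and Ap3m2 (431 to 1904 bp away), completed this direction, at 24.1 to 41.0 points. In H19, Snrpn, Elf5 and Pou5f1 no tile was a DMR, and the Pou5f1 promoter, a marker of the embryonic lineage, was at 52.9% ± 1.73 in male and 55.3% ± 0.848 in female placentas.

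Altogether 922 autosomal tiles were DMRs (0.188% of those tested), in 833 regions. Of these, 653 (70.8%) were higher in male and 269 in female placentas, and 86.6% had differences of 10 to 20 points. The sexes did not overlap in 9.96% of all tested autosomal tiles, where chance gives 10% and the 8 splits of the placentas that follow neither sex nor set, a reference chosen after seeing the data, gave 9.10 to 9.62%. Among the DMRs they did not overlap in 658 (71.4%), against 68.9 to 72.3% of the tiles called under those splits. The direction was the same within both sets of placentas in 864 DMRs (93.7%), a share raised by choosing tiles on the pooled difference, and 353 (38.3%) exceeded 10 points in both. Male-higher DMRs outnumbered female-higher DMRs on 18 of the 19 autosomes, which come from the same placentas and are not replicates. The 8 splits that follow neither sex nor set had 50.5 to 78.6% of their DMRs in the more frequent direction. In 2 of these splits the share was at or above that of the split by sex. Once the set of placentas was a term in the model, a step chosen after seeing the data, 635 tiles were called and 458 (49.7%) of the 922 remained. The quasi-binomial F test and limma both called 0 autosomal tiles at q below 0.01. At an unadjusted p below 0.05 they gave 6677 (1.36%) and 23540 (4.8%). The share of limma was under 5% and showed no excess over that mark. Chance can give less than 5% for limma, since a difference between the sets counts as residual spread in its model. For the F test chance can also give less, since it holds overdispersion at 1 or above. The count of the pooled test rose to 1667 without male placenta 1 and to 1652 without female placenta 3. At q below 0.05, chosen after seeing the data, limma called 5 tiles, of which 3 lay in 4833420G17Rik (q = 0.0324 for its promoter tile), 1 in Ina (q = 0.0484) and 1 in intergenic sequence nearest to AC127690.2, which the pooled test had not called and which is named after its value was seen. With the set of placentas as a term limma called 0 autosomal tiles at that threshold.

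**Figure D4:**
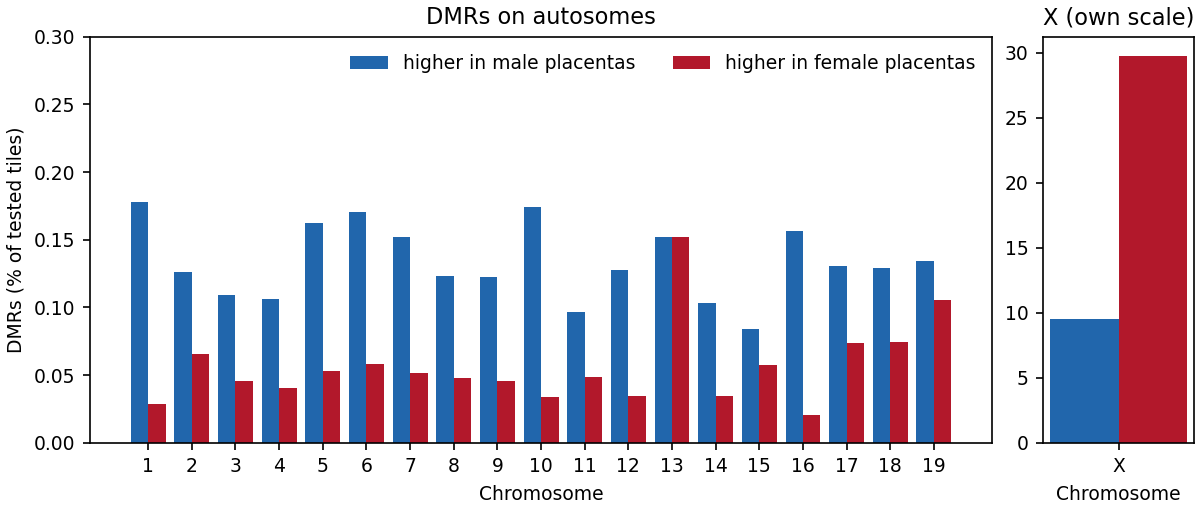
DMRs as a percentage of tested tiles on each autosome and, on a separate scale, on the X, with bars for those higher in male and in female placentas. Male-higher bars exceed female-higher bars on 18 of the 19 autosomes, and on the X 2647 of the 3495 DMRs are higher in female placentas.

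Of 20342 autosomal promoters, 20 were called, 6 higher in female and 14 in male placentas. The sexes did not overlap in 9.87% of tested promoters (chance gives 10%, and the 8 splits that follow neither sex nor set 7.31 to 9.65%) and in 16 (80%) of the called ones (50 to 70.6% of those called under the 8 splits). These included 4833420G17Rik and, chosen after their values were seen, Pla2g4f, a phospholipase gene, at 40.1% ± 4.57 in male and 23.8% ± 2.31 in female placentas, and Gja8, a connexin of the lens, at 45.5% ± 2.15 and 27.2% ± 6.43. Limma called 6 at q below 0.05 and 2 at q below 0.01. The quasi-binomial F test called 0, with 551 (2.71%) at an unadjusted p below 0.05, where chance can give less than 5%. The count was 43 without male placenta 1, 39 without male placenta 2 and 52 without female placenta 3.

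**Figure D5:**
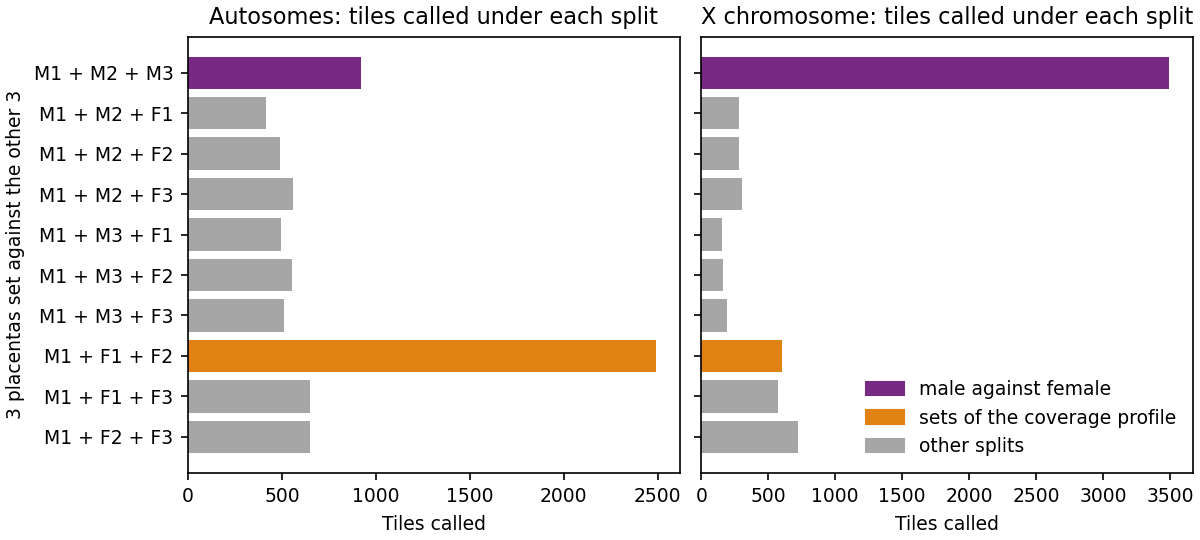
Number of tiles called (horizontal axis) on autosomes and on the X under each of the 10 ways to set 3 of the 6 placentas against the other 3, where M1 stands for male placenta 1, F1 for female placenta 1 and so on. The split by sex gives 922 autosomal and 3495 X tiles, and the split by sets of the coverage profile gives 2492 and 600.

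DMRs were set against all tested tiles by genomic feature, to ask where they concentrate. X DMRs were concentrated in islands, which held 36.8% of them (10.7 points more than of all X tiles, above each of the 19 autosomes, but 2.55 points for DMRs of 20 points and 23.6 for tiles past limma at q below 0.05), and in promoters, which held 32.6% (4.46 points more, above each autosome). Female-higher X DMRs lay in islands in 46.9% of cases, whereas 74.8% of male-higher X DMRs lay in the open sea and 5.42% in islands. Autosomal DMRs lay less often in islands and promoters than tested tiles did. Their share in islands was 9.44% and lower than among tested tiles by chromosome (mean -10.6 points ± 5.09, SD over 19 autosomes, sign-flip permutation p = 2.00e-05, the smallest that 100000 resamples give). Their share in promoters was 11.8% (mean -11.5 points ± 5.90, sign-flip permutation p = 3.00e-05), in shores 17.7% (-7.16 points ± 6.33, permutation p = 2.10e-04) and in the open sea 67.9% (16.9 points ± 8.62 more, permutation p = 2.00e-05). Introns held 40.9% of autosomal DMRs (3.18 points ± 7.85 more, permutation p = 0.0959). Intergenic tiles held 31.8% (7.32 points ± 7.93 more, permutation p = 9.80e-04). Exons, UTRs and shelves gave permutation p from 0.126 to 0.384. None of these shares was matched on methylation level. Autosomal islands and promoters had means of 6.67% and 11.4% in male placentas, where a difference above 10 points is harder to reach. Of autosomal DMRs 89.9% lay at 20 to 80% methylation, against 48.6% of all autosomal tiles. The autosomal shares therefore cannot be told apart from an effect of level.

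CpGs per tile were compared in the same way. X DMRs had 5.23 CpGs per tile against 4.42 for all X tiles, a difference of 0.805 that was above that of every autosome but fell to 0.0550 for DMRs of 20 points and to 0.130 for tiles with at least 4 CpGs. Autosomal DMRs had 3.99 CpGs against 4.12 (mean over chromosomes -0.167 ± 0.433, sign-flip permutation p = 0.110), and the sign changed with the filters. With no minimum number of CpGs the mean was 0.737 (permutation p = 2.00e-05), and it was positive when any placenta other than female placenta 3 was left out.

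Gene lists were fixed before the data were examined and tested for genes with at least 1 DMR, against 10000 random lists matched on chromosome class and number of tiles. Imprinted genes, expressed from the maternal or the paternal copy, exceeded random lists on the autosomes in both directions. Of 77 imprinted genes measured, 14 had a DMR higher in female placentas (1.29 in random lists, adjusted p = 0.00340) and 10 had a DMR higher in male placentas (2.55 in random lists, adjusted p = 0.00680). Gnas, which encodes a G protein subunit, had 3 DMRs higher in male placentas, the largest at 51.2% ± 9.21 against 34.2% ± 15.6, and 1 higher in female placentas. Peg10 and Sgce, retrotransposon-derived and sarcoglycan genes that share a promoter, shared a tile at 29.1% ± 11 in male and 43.0% ± 16.7 in female placentas. The sexes overlapped in both of these tiles, and in 14 of the 26 DMRs of imprinted genes. None of the 71 imprinted promoters was called, although 13 were at q below 0.01 at any size (34 at an unadjusted p below 0.05 in the pooled test, 3 in limma), and adjusted over the list alone 1 was higher in male placentas. The median promoter difference of the list was -0.642 points (adjusted p = 0.00570). The split of the placentas by set also gave 19 imprinted genes with a DMR, as many as the split by sex, and the list was not past the test for DMRs of 20 points or for tiles past limma at q below 0.05. Its adjusted p ran over the alternatives from 0.00340 to 1 for female-higher and from 0.0442 to 1 for male-higher DMRs.

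X genes known to escape X inactivation carried fewer female-higher DMRs than other X genes. Of 17 measured, 10 had one, against 15.1 in random X lists (adjusted p = 0.0221), and 2 had a male-higher DMR (6.01 in random lists, adjusted p = 0.173). Kdm5c, a histone demethylase, had no DMR in 13 tiles and a promoter at 1.63% ± 0.0807 in male and 1.87% ± 0.248 in female placentas. The promoter of Kdm6a, another histone demethylase, was at 1.14% ± 0.412 and 2.16% ± 0.474, and that of Ddx3x, an RNA helicase, at 2.20% ± 0.783 and 3.01% ± 0.310. Downstream in an intron of Ddx3x (X:13282801-13282900), the level was 3.72% ± 1.49 in male and 38.2% ± 2.89 in female placentas (149 to 364 reads). Huwe1, Mid1 and Iqsec2 also had DMRs. None of the 17 escape promoters exceeded 10 points and so none was called, while 12 were at q below 0.01 in the pooled test and 4 at q below 0.05 in limma at any size (14 and 12 at an unadjusted p below 0.05), and 11 were higher in every female than in every male placenta. Their median difference was 2.46 points, against 5.96 to 12.2 in random X lists (adjusted p = 0.00380). The study's text names 9 of the 19 symbols of this list, mainly for expression in these placentas, so the list is not independent evidence. The count of genes was no longer past the test (adjusted p = 0.624) when random lists were matched on tiles at 20 to 80% methylation, an alternative chosen after seeing the data, and its adjusted p ran from 0.00850 to 0.624 over the alternatives. That level was pooled over male and female placentas. On the X the matching therefore depends in part on the female gain under test and cannot weigh it.

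The X inactivation centre with Firre had female-higher DMRs in 5 of 9 genes measured (8.19 in random lists, adjusted p = 0.0391, 0.156 to 1 over the alternatives) and male-higher DMRs in 5 (3.6 in random lists, adjusted p = 1, and 0.00340 for tiles past limma at q below 0.05, in a range of 0.00340 to 1). Among them Rlim, a ubiquitin ligase that activates Xist, had 10 of 22 tiles higher in female placentas. At the list's 9 promoters, 2 were called higher in female and 1 in male placentas, the same numbers as adjusted over the list alone. The study named Xist and Firre from these placentas, so the list is not independent evidence. Reproductive homeobox and Xlr genes had female-higher DMRs in 7 of 20 (12.6 in random lists, adjusted p = 0.0391, 0.00340 to 1 over the alternatives) and male-higher DMRs in 8 (5.04 in random lists, adjusted p = 0.582). With promoters alone the male-higher count was past the test, at 5 of 14 (0.923 in random lists, adjusted p = 0.0408, 0.0408 to 1 over the alternatives). Esx1, a homeobox factor of the placental labyrinth, had 15 of 25 tiles higher in female placentas, and a promoter tile of Taf7l, a germline transcription factor, was at 9.15% ± 5.62 in male and 42.9% ± 6.37 in female placentas. Of 15 promoters in this list, 2 were called higher in female and 4 in male placentas, also adjusted over the list alone. Reads of these near-identical gene copies can be placed at the wrong copy, so values for single members are uncertain.

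No other list was past the test of DMR counts in either direction. Trophoblast lineage genes had a DMR in 1 of 31 (female-higher) and 2 of 31 (male-higher), all with adjusted p = 1, and 0 of 28 promoters called (6 at q below 0.01 at any size, 12 at an unadjusted p below 0.05 in the pooled test, 3 in limma), or 2 higher in male placentas adjusted over the list alone. Essential placental genes collected by the study from the literature had female-higher DMRs in 7 of 194 (8.03 in random lists) and male-higher DMRs in 9 (8.48 in random lists). Among these, Cited1, a transcriptional coactivator of the placenta, had 7 of 26 tiles higher in female placentas, and an intron tile of Lif, a cytokine needed for implantation, was at 78.7% ± 6.25 in male and 52.2% ± 4.93 in female placentas. Pluripotency genes had 0 of 23 with a DMR and 0 of 22 promoters called, with 2 at q below 0.01 at any size and 8 at an unadjusted p below 0.05 in the pooled test and 1 in limma. Germline genes had 1 of 26 female-higher and 3 male-higher (adjusted p = 0.116), among them Rpl10l, a ribosomal protein gene of the testis, with a tile at 70.9% ± 5.56 in male and 48.3% ± 7.04 in female placentas. Prolactin family and cathepsin genes had no tested tile, and their single tested promoter was not called.

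Markers of other cell types were included because whole placentas mix them. Decidual stroma markers had 0 of 15 genes with a DMR and 0 of 11 promoters called (1 at q below 0.01 at any size, 3 at an unadjusted p below 0.05 in the pooled test, 1 in limma), with a median promoter difference of 0.495 points (adjusted p = 0.0101). Blood and immune markers had 0 of 18 female-higher (adjusted p = 0.261) and 2 male-higher genes (adjusted p = 0.667), both on the X. These were Gata1, the erythroid transcription factor, at 70.1% ± 3.14 in male and 47.8% ± 5.40 in female placentas, and Alas2, the erythroid enzyme of haem synthesis, at 60.8% ± 4.89 and 44.4% ± 4.20. Endothelial and stromal markers had 1 of 19 in each direction, Vwf, a clotting factor of endothelium, at 53.1% ± 25.5 in male and 65.5% ± 5.51 in female placentas, and Flt1, a VEGF receptor, at 36.4% ± 1.26 and 24.8% ± 5.08.

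Brain and morphogenesis transcription factors had female-higher DMRs in 6 of 52 (3.22 in random lists, adjusted p = 0.230) and male-higher DMRs in 0 (3.49 in random lists, adjusted p = 0.173). The female-higher members were Sox3, Arx, Lhx9, Fezf2, Emx2 and Pax2, and the study's text names 10 symbols of this list, so it is not independent evidence. Chromatin genes had DMRs in 6 (female-higher) and 5 (male-higher) of 33, including Hdac6, a deacetylase of tubulin, Mecp2, a reader of methylated DNA, and Bcor. Metabolism and insulin signalling genes had 4 and 2 of 42, among them Pgk1, a glycolytic enzyme, and Igf2r, the imprinted receptor that clears IGF2, at 33.9% ± 10.7 in male and 48.7% ± 2.49 in female placentas. Solute carriers had 0 of 30 female-higher and 1 male-higher, Slc38a4, an imprinted amino acid transporter, at 76.5% ± 0.994 in male and 66.2% ± 1.3 in female placentas. Interferon genes had 0 of 18 female-higher and 2 male-higher (adjusted p = 0.173), the cytidine deaminase Apobec1 at 48.3% ± 1.62 in male and 29.8% ± 6.88 in female placentas, and the antiviral sensor Oas1a at 63.6% ± 1.26 and 45.8% ± 6.38. Genes beside intracisternal A particles, retrotransposons whose methylation varies between inbred mice, had 2 of 24 female-higher (0.334 in random lists, adjusted p = 0.239, 0.0442 to 1 over the alternatives) and 0 male-higher (adjusted p = 1). These were Cdk5rap1 and Tmem267, which the study had named from these placentas.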

Values the study reported

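The study reported mean methylation of 38.4% in male and 37.7% in female placentas over autosomes, and of 29.0% and 29.9% over the X chromosomes. It reported 1705 DMRs among 745,699 autosomal tiles, with 73% of these DMRs more methylated in male placentas and 27% in female placentas. On the X it reported 3756 DMRs, or 34% of the X tiles it analysed, with 66% higher in female placentas. Changes of 10 to 20% made up 86% of autosomal and 72% of X DMRs, and changes above 30% made up 2% and 4.5%. CpGs per tile averaged 4.8 in X DMRs and 3.4 in autosomal DMRs. Islands and shores held 35% and 33% of X DMRs and 6% and 18% of autosomal DMRs, while the open sea held 69% of autosomal and 29% of X DMRs. Promoters held 26% of X DMRs.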

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

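The counts over splits of the placentas for DMRs, the set term, the later forms of the draws without a sex effect, the direction of DMRs over splits, the ranges of total coverage by set and the thinning of female X reads were tests chosen only after the result was seen.

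Female placentas had reads at Y chromosome CpGs, data outside the comparisons, with 389 positions covered in the placenta with most. Mitochondrial CpGs, also outside the comparisons, had a methylation level of up to 1.26%, in male placenta 3, against 0.829 to 0.885% in the other placentas.

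For the first pattern, the 922 autosomal DMRs, reads of X or Y copies placed on autosomes are argued against by coverage for the DMRs as a group. Male-higher DMRs had a median log2 female to male coverage ratio only -0.0905 from that of all tested autosomal tiles, within the bound of 0.1 set beforehand, while X tiles lay 0.750 above. A median cannot show such reads at a minority of the DMRs, and no single locus was checked. The division of the placentas into sets stays open, since 49.7% of the DMRs remained with the set as a term, in a count of 635 that was above the 335 to 507 of the other labellings that keep the sets. Spread between placentas of the same sex also stays open, because data drawn without a sex effect in 3 forms gave 1161 to 5467 DMRs (up to 2121 with residuals scaled to depth), above the 922 that had been set as the mark of this cause, but the draws also exceeded each of the 8 splits that follow neither sex nor set (416 to 647), which was judged, after the values were seen, to mean that they overstate the spread. The draws gave 48.5 to 51.8% of DMRs higher in male placentas, against 70.8%, but they permute each tile by itself and cannot hold a shift of a whole placenta, and the 8 splits had 50.5 to 78.6% of their DMRs in the more frequent direction. The 10 splits of 6 placentas are too few for a share under 0.05, and 2 gave at least 922 DMRs, sex and the sets with 2492, while 7 gave at least the 20 autosomal promoters of the split by sex (highest other 83), so sex itself remains an untested open explanation beside these.

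The division into male placenta 1 with female placentas 1 and 2 against the other placentas is the second pattern. Depth is argued against, since 3 of the placentas of the first set had a total coverage within the range of the second. A difference between library or capture batches may underlie it, since the split that the coverage profile defined also gave the most autosomal DMRs of all 10 splits, 2492, although the labels name no batch. A different makeup of cell types may contribute, since 2 of the 4 lists of cell type markers differed between sets in median promoter methylation, the smallest adjusted p being 0.00280, for decidual stroma markers. Lists of other genes also differed, among them brain and morphogenesis transcription factors (adjusted p = 0.00280) and germline genes (adjusted p = 0.00933). The difference is thus not particular to cell type markers. The 2 explanations are not exclusive, no biological explanation that the design names was tested, and litter could not be assigned.

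The gain of methylation at X islands with a loss in the X open sea is the third pattern. For the count of X DMRs, lower X read depth in male placentas is argued against, since female X reads thinned to the male depth still gave 3295. The differences stayed at 10.4 points in islands and -2.91 in the open sea. Thinning dropped methylated and unmethylated reads at the same rate, so it could not change these differences and does not test them. Among the 10 splits, 1, the split by sex, gave 3495 X DMRs or more (highest other 719), and 1 gave its 255 X promoters or more (highest other 35), and 10 splits are too few for a share under 0.05. Sex, through an inactive X in each female cell, is a hypothesis consistent with the values, and it was not tested against allele-specific reads.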

How the results depend on the processing

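Limma at q below 0.05, terms for the set of placentas and means within sets, the filter of 10 reads per CpG, lists matched on tiles at 20 to 80%, thinned X reads and leaving placentas out of the sex check were chosen after seeing the data, and the cause of a change was not tested unless stated. The sex check and the mean autosomal difference kept their direction under every alternative run. The sex check gave 0.217 to 0.428 when a placenta was left out, with 0.217 without female placenta 3. When a placenta was left out, the mean autosomal difference was -0.765 to -0.292 points, with -0.292 without female placenta 2. As a mean over reads it was -1.31 points. The mean X difference was 0.899 points with no minimum number of CpGs, where the sexes overlapped (exact permutation p = 0.4), and -2.23 points with 1000 bp tiles. Of the annotation of autosomal DMRs, the open sea excess was past the test also for DMRs of 20 points, and the lack in promoters also with wider promoters, while islands, shores, introns and intergenic tiles were not run under alternatives.

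Tests that carry the spread between placentas called 0 tiles at q below 0.01 on autosomes and on the X, namely the quasi-binomial F test (6677 and 4468 at an unadjusted p below 0.05, or 1.36% and 50.2%), limma (23540 and 5298, 4.8% and 59.5%) and limma with a block for replicate number (24869 and 5292, 5.07% and 59.4%). The autosomal share of limma exceeds 5% only with the block. Chance can give less than 5% for limma without a set term, since a difference between the sets then adds to the residual spread. For the quasi-binomial F test chance can also give less, since overdispersion is held at 1 or above. Limma at q below 0.05 called 5 and 513 tiles, and 0 and 0 with the set as a term. The likelihood-ratio test with the set as a term called 635 and 3192 tiles. The quasi-binomial F test called 0 autosomal and 0 X promoters (551 and 420 at an unadjusted p below 0.05, or 2.71% and 76.6%), and limma with the block 0 and 127 (1110 and 453 unadjusted, 5.46% and 82.7%). Limma called 2 autosomal promoters, 6 at q below 0.05, and 5 at that threshold with the set as a term. The self-test bears on these zeros, since the first of these tests and limma recovered none of the simulated shifts. Numbers of placentas did not pair them, with correlations of same-number placentas from -0.0608 to 0.0636 against a bound of 0.1.

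Autosomal DMRs numbered 472 with at least 4 CpGs, 1463 with coverage scaled to the same median, 124 at 20 points, 2135 at q below 0.05, 476 with 1000 bp tiles and 606 when autosomes and X were adjusted separately. A stricter or looser threshold changes the count by construction. X DMRs numbered 2213 with at least 4 CpGs, 824 at 20 points and 1381 with 1000 bp tiles. Autosomal promoters numbered 11 with 50 reads, 35 from 2000 bp upstream to 500 bp downstream and 6 at 20 points, and X promoters 12 at 20 points. Leaving out each placenta in turn gave 886 to 1667 autosomal DMRs, 3018 to 3482 X DMRs, 24 to 52 autosomal promoters and 250 to 261 X promoters. The highest counts came without male placenta 1 (1667) and without female placenta 3 (1652) for autosomal DMRs, and for autosomal promoters without female placenta 3 (52), male placenta 1 (43) and male placenta 2 (39).

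The share of X DMRs higher in female placentas reversed to 44.3% with 1000 bp tiles. It was 94.2% with limma at q below 0.05, 79.5% with the set as a term, 81.5% with 50 reads, 69.9% with no minimum number of CpGs, 88.0% with at least 4 CpGs, 58.5% at 20 points, 72.7% at q below 0.05, 70.6% adjusted separately, 68.8% with 10 reads per CpG and 74.7 to 80.6% when a placenta was left out. The share of autosomal DMRs higher in male placentas reversed to 20% with limma at q below 0.05, which is 1 of 5 tiles. It was 67.4% with the set as a term, 59.3% with at least 4 CpGs, 65.3% at 20 points, 82.4% with 1000 bp tiles, 73.9% with 10 reads per CpG and 55.3 to 76.5% when a placenta was left out.

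CpGs per autosomal DMR minus tested tile reversed to 0.737 with no minimum number of CpGs, 0.273 adjusted separately and 0.852 with 10 reads per CpG. They passed the test at -0.287 with 50 reads, -1.15 with at least 4 CpGs, -0.600 with scaled coverage, -1.27 at 20 points, -0.812 at q below 0.05, -0.215 with tiles shifted by 50 bp, -6.14 with 1000 bp tiles and -0.423 for tiles without overlap of the sexes. Leaving out each placenta gave -0.230 to 0.303. The X value was 2.00 with limma at q below 0.05, 1.32 with no minimum number of CpGs, 0.130 with at least 4, 0.0550 at 20 points, 4.18 with 1000 bp tiles and 1.35 with 10 reads per CpG. The excess of X DMRs in islands was 2.55 points for DMRs of 20 points and 23.6 for limma at q below 0.05.

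Of the gene list tests, 5 were past an adjusted p of 0.05 as reported, 2 with DMRs of 20 points, 3 with promoters alone, 3 with lists matched on tiles at 20 to 80% and 1 with limma at q below 0.05, the male-higher DMRs of the X inactivation centre list. Limma at q below 0.01 left no DMRs for annotation, shares or lists, and at q below 0.05 too few on autosomes for annotation, so these have no value. Depth limits single tiles, since at 50% and the median depth 2 standard errors of the difference, for counting error alone, are 6.10 points. In simulated reads without spread between placentas, the likelihood-ratio test recovered 47% of shifts of 15 points and 92% of those of 30 points.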

Other observations

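The comparison of lists between sets for markers other than cell types and the count of imprinted genes over splits were chosen only after the result was seen, while the escape and intracisternal A particle tests were set beforehand. The lists described above also differed between the sets of placentas that the coverage profile defined, in median promoter methylation of the first set minus the second. Brain and morphogenesis transcription factors were higher in the first set by a median of 1.16 points (adjusted p = 0.00280), decidual stroma markers by 1.07 points (adjusted p = 0.00280) and endothelial and stromal markers by 0.321 points (adjusted p = 0.0269). Germline genes silenced by DNA methylation were lower, with a median of -1.40 points (adjusted p = 0.00933), as were genes beside intracisternal A particles, with -1.44 points (adjusted p = 0.0196). Blood and immune markers (-1.21 points, adjusted p = 0.740) and trophoblast lineage genes (-0.636 points, adjusted p = 0.263) were not past the test. Of the marker lists, 4 of 18 decidual, 4 of 19 endothelial, 2 of 26 blood and 28 of 36 trophoblast symbols are also in another list, and stromal, endothelial and blood cells are part of the placenta itself. Maternal tissue had been dissected away before the DNA was extracted.

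Imprinted genes had a DMR in 19 of 77 under the split by sex, in 19 under the split by sets and in 9 to 17 under the other splits. Tiles at 20 to 80% methylation made up 57.1% of the tiles in imprinted genes, 48.6% of all autosomal tiles and 89.9% of autosomal DMRs. Overlapping pairs such as Peg10 and Sgce, Herc3 and Nap1l5, and Igf2r and Airn share their DMRs.

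A hypothesis set beforehand was that genes escaping X inactivation lack the promoter methylation that other X genes gain in female placentas. It fits the median of 2.46 points in the escape list, below the 5.96 to 12.2 points of random X lists, and may account for part of the X promoters that were not called. The study had named 9 of the 19 symbols of this list, mainly for expression in these placentas, so the list is not independent evidence for it. A further hypothesis was that some autosomal DMRs lie at loci whose methylation varies between inbred mice whatever their sex. The list of genes beside intracisternal A particles gave an adjusted p of 0.239, the smaller of both directions, and of 0.0442 for DMRs of 20 points in a range of 0.0442 to 1 over the alternatives, which leaves it open, and the study had named its members Cdk5rap1 and Tmem267 from these placentas. Over the 9 DMRs assigned by name to these genes, the widest range within a sex ran from 6.06 points (rank 850 of 922 autosomal DMRs) to 44.8 points (rank 10). It was 42.7 points (rank 12) in the Tmem267 promoter tile and 21.1 points (rank 164) in the Cdk5rap1 exon tile. In all, 8 DMRs overlapped Tmem267 and 3 overlapped Cdk5rap1, and those assigned to another gene by name were not ranked.

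Of the 429 Y chromosome CpGs covered in any female placenta, 406 (94.6%) were also covered in a male placenta, and these positions held 59.3% of the male Y reads.

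The number of autosomal DMRs was 922. That is lower than the value quoted from the study above, which rests on a larger set of tiles. With the filter of 10 reads per CpG, chosen after seeing the data, 746008 autosomal tiles gave 754 DMRs. The share of X DMRs with differences over 30 points was 2.66%. That is lower than the value quoted from the study above. The share of autosomal DMRs in islands was 9.44%. That is higher than the value quoted from the study above, which took islands from the UCSC Genome Browser and rests on a larger set of tiles. Islands were found from the sequence here, so the shares rest on unlike islands and tiles.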
